A study of Homo sapiens with 10 samples. Its data were reported in "Identification of Recurrent Chromosome Breaks Underlying Structural Rearrangements in Mammary Cancer Cell Lines" (2022).

How the data were processed

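Break-seq, in which the ends of double strand breaks (DSBs) in cells held in agarose are filled in with biotinylated nucleotides, captured and sequenced, was applied to MCF-7 and MCF-10A cells without treatment. MCF-7 is an established, estrogen receptor-positive breast cancer line, and MCF-10A is an established, non-tumorigenic mammary epithelial line. Each line was represented by 2 cultures with 2 technical replicates each, named 1A, 1B, 2A and 2B after culture and replicate, which gave 4 libraries per line and 8 in total. Per the labels, MCF-7 and MCF-10A cells were grown in different media and split at different confluencies, so that medium and confluency differed together with the line. All 4 MCF-7 libraries and MCF-10A 1A came from lane 1, and the other 3 MCF-10A libraries from lane 2.

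The authors aligned the reads to hg19 with Bowtie2. Peaks were called with MACS2, separately for each library, against sequenced genomic DNA of the same line as the copy number control. All libraries of a line shared the same DNA control. DiffBind is also named in the submitters' processing notes. Versions of these tools are not given in the sources used here. The deposited files were 8 peak lists with 20430 peaks. Each deposited peak had a fold enrichment, a ratio over the level expected from the DNA control of the line, which was used to describe or rank peaks within its own list. Each deposited peak also had the −log10 of its p and of its q, with no value in any list below the −log10 of a q of 0.05, and the distance to its summit. Because the lists held no read counts, the sequencing depth behind each list is unknown here, and a missing peak cannot be told from a peak below the caller's threshold. The reads of the DNA controls were not analysed here.

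Peaks were placed on the GRCh37 assembly, on which no peak on chromosomes 1 to 22 and X ran past a chromosome end. The GENCODE annotation on GRCh37 coordinates, with 63827 genes on these chromosomes, gave each peak or site the class of its midpoint, taken in the order exon, intron, promoter, downstream and intergenic. Distances to genes were measured from the midpoint. A peak was called pericentromeric when its midpoint lay within 5 Mb of the run of unknown bases that holds the centromere of its chromosome. On chromosomes 1, 9 and 16 this gap also holds the heterochromatin next to the centromere. GC content and the density of GGAAT or ATTCC, the repeat unit of satellites 2 and 3, were computed from the assembly sequence under each peak, and peaks with at least 5 times the density of the assembly, 2.19 per kb, were called satellite peaks.

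A consensus site of a line was a group of overlapping peaks, by 1 bp or more, with a member in 4 of 4 libraries. A site that overlapped a consensus site of the other line was called common, and a site that did not was called line-specific, as in the study. Sites were also counted with no overlap to any peak of the other line, which are called exclusive sites. Similarity of 2 lists was the Jaccard index, the shared bases over all bases covered by either list. Lists were compared with random placements, 100 within each chromosome and 100 with every peak moved by up to 500 kb, the second of which was added after the data were examined.

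Differences between lines were tested with exact two-sided permutation tests over the 4 libraries per line, whose smallest possible p is 0.0286. Technical replicates of 1 culture are not independent cultures, so these p-values measure the spread between libraries and are too small as a statement on the lines. With technical replicates averaged to 2 cultures per line the smallest p is 0.333. The study obtained its biological replicate by passaging cells left from a harvest, so the 2 cultures of a line are not fully independent either. Shares of sites were compared with Fisher's exact test, two-sided. Sites near one another are not independent replicates either. Families of tests were adjusted by Benjamini-Hochberg, over 19 library measures, 13 fixed regions and 7 gene lists, with a list counting peaks in a gene or within 5 kb of it. PARK2 was the listed name with no match in the annotation, which holds the same gene as PRKN. Site densities are given with exact Poisson intervals at the 95% level, which cover counting error alone. Peak density in windows of 5 Mb was tested with limma 3.58.1 in R 4.3.3 on the log2 of peaks per 1000 peaks of the library with a pseudocount of 0.5, in windows with 10 or more peaks. Other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

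The steps were tested on simulated data. The site steps recovered 350 of 350 simulated MCF-7 and 210 of 210 simulated MCF-10A consensus sites, with 200 and 60 specific sites. Every simulated site had overlapping peaks in all libraries of its line, apart from background peaks, so full recovery was built in. This checks the counting alone and not the effect of missing peaks or short lists. The window test, run on the 569 windows of the comparison of the lines, recovered 19 of 30 windows (63.3%) with a change of 2 on the log2 scale, with 0 false calls. The simulated libraries were independent, with the same SD in every window, the median of the real windows. The share recovered and the absence of false calls need not hold for the real libraries.

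Groups, tests, gene lists, regions and the rule for named sites were fixed before the data were examined. For each class, sites on chromosomes 1 to 22 and X outside pericentromeric regions were ranked by their lowest within-library percentile of −log10 q over the libraries of their line, or of both lines for common sites, and the 8 highest MCF-7-specific, 5 highest MCF-10A-specific and 5 highest common sites were named. The sites near the centromere of 16q were described as a group, sites at 6 loci the study names (BCAR1, CKM, DOK5, EIF2S3 and a site each on chromosomes 11 and 14) were given whatever they showed, and every list gene with a specific site was named. Up to 6 windows in each direction were to be named among those past the threshold. Alternatives covered stricter thresholds, the same number of top peaks (883) from every list, other overlap and consensus rules, left out regions, libraries left out in turn, lane 1 alone, averaged cultures, the replicate number as a block and other window settings. Leaving out satellite peaks, both 2A libraries, or nuclear copies of mitochondrial DNA was chosen after seeing the data. So was leaving out pericentromeric and unplaced peaks for similarity and genic shares, and averaging cultures or blocking by number for the intronic share of peaks. A nuclear copy of mitochondrial DNA was a peak with at least 1% of its 16 bp words in the mitochondrial sequence, on either strand. The threshold was first set at 10% and was lowered to 1% after the result at 10% had been seen, because older copies fell between the 2 values, and both were run. The list of 36 immediate early genes was written after genes under the exonic peaks of MCF-10A 2A had been seen, so that its overlap with that library is partly built in. Peaks on the Y chromosome, the mitochondrial chromosome and unplaced contigs stayed in the site counts and out of the genic, regional and window tests, unless stated.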

Results

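Spontaneous DSBs were mapped by Break-seq in the breast cancer line MCF-7 and the non-tumorigenic mammary line MCF-10A, with 4 libraries per line. The comparison addresses where breaks form in the cancer line but not in the control line. The MCF-7 lists held 2720 peaks in 1A, 3373 in 1B, 1221 in 2A and 4187 in 2B, and the MCF-10A lists held 1640, 2910, 883 and 3496 in the same order. The files give peaks without read counts, so the depth of each library is unknown here. The study reports more reads on average for MCF-7 than for MCF-10A libraries, so depth may differ together with the line.

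MCF-7 libraries had more peaks on average, but the 2 lines overlapped widely. The mean was 2875 ± 1256 peaks (SD, n = 4) in MCF-7 and 2232 ± 1187 (n = 4) in MCF-10A, a difference of 643 peaks that was smaller than the spread between libraries of either line (exact permutation p = 0.457). MCF-7 had the longer list in 4 of 4 pairs of libraries with the same number. The numbers of peaks with −log10 q of 5 or more differed in the other direction, by −50 peaks. The median peak was 403 ± 13.1 bp wide in MCF-7 and 411 ± 30.3 bp in MCF-10A. In lane 1, where MCF-10A has the library 1A alone, the difference was 1235 peaks. It was 193 without MCF-10A 2A, 206 without MCF-7 2B, 1064 without MCF-10A 2B and 1194 without MCF-7 2A.

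**Figure D1:**
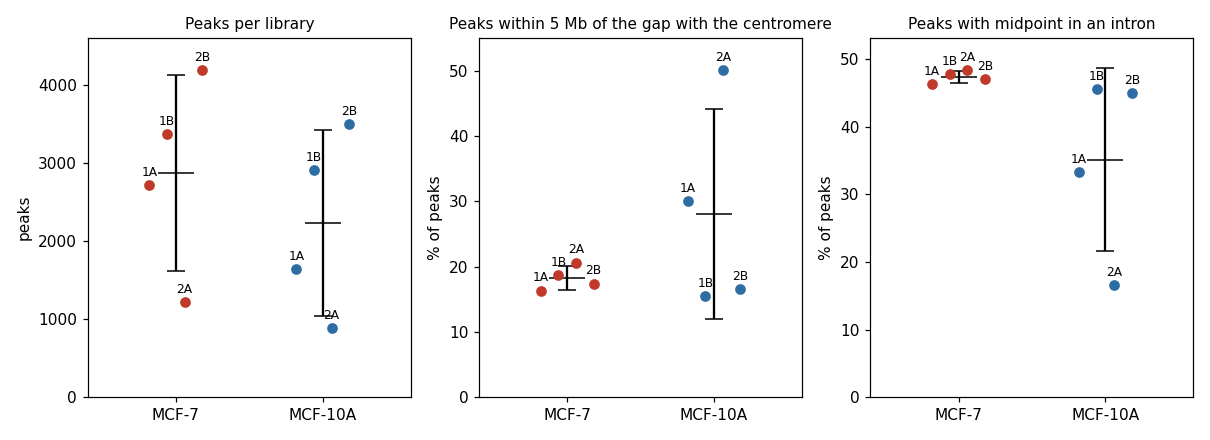
Number of peaks (left), percent of peaks within 5 Mb of the assembly gap that holds the centromere (middle) and percent of peaks with the midpoint in an intron (right) in each library, with a point per library, the mean as a long bar and error bars of 1 SD (n = 4 per line). The MCF-7 libraries lie close together in both shares, from 16.4% to 20.6% and from 46.4% to 48.3%, while MCF-10A 2A stands at 50.1% and 16.6%.

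Regions around the centromeres held 18.3% ± 1.84 of peaks in MCF-7 and 28% ± 16.1 in MCF-10A (SD, n = 4 each, exact permutation p = 0.4). The 2 shortest MCF-10A lists had the highest pericentromeric shares, 50.1% in 2A and 30.0% in 1A, against 15.5% in 1B and 16.6% in 2B. Introns held 47.4% ± 0.849 of peaks in MCF-7 and 35.1% ± 13.5 in MCF-10A, and all 4 MCF-7 libraries were above all 4 MCF-10A libraries (exact permutation p = 0.0286, the smallest this design allows). The intronic difference did not pass after adjustment over 19 library measures (adjusted exact permutation p = 0.543). It could pass only if most of the 19 measures reached the smallest p. The intronic difference was 5.80 percentage points with both 2A libraries left out, against 12.3 with all libraries. In lane 1, the intronic share of MCF-10A 1A was 33.3%.

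The lists of different libraries shared a modest part of their bases. The mean Jaccard index was 0.214 within lines and 0.182 between lines, and the difference of 0.0315 was at rank 5 of the 35 possible splits of the 8 libraries into groups of 4 (exact permutation p = 0.143). The closest pair was MCF-10A 1B and 2B at 0.354, followed by MCF-10A 1A and 2A at 0.329. For 7 of 8 libraries the closest list came from the same line, and the exception was MCF-7 2B, which was closest to MCF-10A 1B at 0.247. Technical replicates of the same culture were less alike, with a mean of 0.166 over 4 pairs, than libraries of different cultures of a line, with a mean of 0.238 over 8 pairs. Within lane 1 the difference between within-line and between-line similarity was −0.0200.

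**Figure D2:**
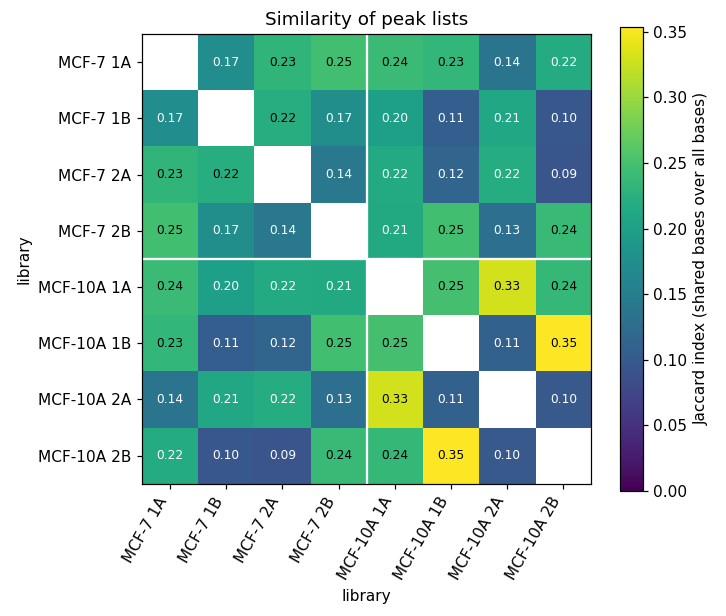
Jaccard index (shared bases over all bases covered) for each pair of the 8 peak lists, from 0 (dark) upwards, with white lines between the lines. The brightest cells join MCF-10A 1B with 2B at 0.354 and MCF-10A 1A with 2A at 0.329.

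Peaks recurred at the same places in every library of a line far more often than placement by chance gave. There were 470 consensus sites in MCF-7 and 271 in MCF-10A, of which 417 and 205 lay on chromosomes 1 to 22 and X. After every peak was moved by up to 500 kb, a mean of 0.47 and 0.16 such sites remained over 100 rounds. The highest counts were 4 and 1. All lists of a line share a DNA control, so features of that control could recur in each of them. Moving peaks does not test this. Of the MCF-7 consensus sites, 173 overlapped a consensus site of MCF-10A and 297 were MCF-7-specific, while 68 sites were MCF-10A-specific. Common sites were mostly pericentromeric (56.6%), against 15.5% of MCF-7-specific and 32.4% of MCF-10A-specific sites. Satellite sequence lay under 51.6% of common, 7.22% of MCF-7-specific and 26.3% of MCF-10A-specific sites among those placed on these chromosomes.

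Most line-specific sites were not free of peaks in the other line. Of the 297 MCF-7-specific sites, 207 (69.7%) had a peak in at least 1 MCF-10A library and 84 had a peak in 3 of them, which left 90 exclusive sites. Of the 68 MCF-10A-specific sites, 59 (86.8%) had a peak in at least 1 MCF-7 library, which left 9 exclusive sites. The balance of specific sites turned on MCF-10A 2A, which is also the shortest list. Without MCF-10A 2A there were 244 MCF-7-specific and 513 MCF-10A-specific sites, with 778 MCF-10A consensus sites, and the exclusive MCF-10A sites numbered 76. Without MCF-7 2A the MCF-7-specific sites numbered 465, without MCF-7 2B the exclusive MCF-7 sites numbered 149, and without MCF-10A 1B there were 110 specific and 16 exclusive MCF-10A sites. Without MCF-10A 2B the exclusive MCF-10A sites numbered 14.

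**Figure D3:**
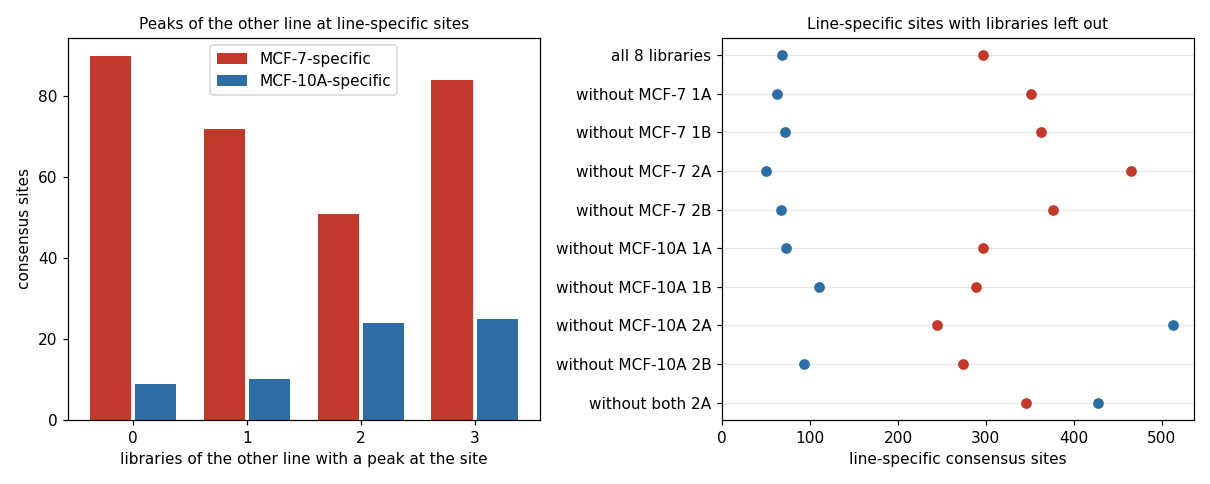
Left, number of MCF-7-specific (red) and MCF-10A-specific (blue) consensus sites by how many libraries of the other line had a peak there. Right, number of line-specific sites (same colours) with all 8 libraries and with libraries left out; MCF-10A-specific sites go from 68 to 513 without MCF-10A 2A.

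The 8 strongest MCF-7-specific sites outside pericentromeric regions each had a peak in 3 of 4 MCF-10A libraries. The first lay in intron 2 of PLCG2, which encodes a phospholipase C of immune receptor signalling, at chromosome 16, 81839105 to 81839486 (hg19), with a fold enrichment from 13.6 to 34.4 over the MCF-7 lists. MAP3K7CL held a site in intron 4 (chromosome 21, 30544129 to 30544665), IQSEC2, a guanine nucleotide exchange factor of synapses, in intron 8 (chromosome X, 53274611 to 53275151), and the zinc finger gene ZNF565 in intron 4 (chromosome 19, 36681894 to 36682313). CUX2, a homeobox transcription factor, held a site in intron 1 (chromosome 12, 111558906 to 111559285). A further site had its midpoint 314 bp from TRADD, the adaptor of tumour necrosis factor receptor signalling, on chromosome 16 at 67187596 to 67187953. Intergenic sites lay at chromosome 5, 13329872 to 13330638, and at chromosome X, 71056465 to 71056883, with DNAH5 and CXorf49B as the nearest coding genes.

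The 5 strongest MCF-10A-specific sites included 4 at nuclear copies of mitochondrial DNA, a feature defined after these sites had been seen. The strongest, at chromosome 1, 564464 to 565405, had 88.9% of its 16 bp words in the mitochondrial sequence and a fold from 4.99 to 19.0 over the MCF-10A lists, with no peak in any MCF-7 list. A site at chromosome 5, 8620995 to 8621480, also without an MCF-7 peak, had 4.74% of such words, a site at the mitochondrial pseudogene MTCYBP35, within intron 2 of KIAA0825 (chromosome 5, 93905191 to 93906695), had 13.4%, and a site in intron 7 of the fatty acid elongase gene ELOVL7 (chromosome 5, 60057366 to 60057901) had 11.8%. The remaining site, in MAMDC2-AS1 (chromosome 9, 72653095 to 72653604), held the satellite unit at 138 per kb. The KIAA0825, ELOVL7 and MAMDC2-AS1 sites had a peak in 3, 2 and 1 MCF-7 lists, in this order. Over all 68 MCF-10A-specific sites, 9 were such mitochondrial copies, against 0 of 297 MCF-7-specific sites, and they made up 7 of the 9 exclusive MCF-10A sites. These counts use a threshold of 1% of words that was lowered from 10% after the result at 10% had been seen. At 10% the copies were 5 of the 68 specific and 3 of the 9 exclusive MCF-10A sites, and the exclusive sites left were 6 instead of 2.

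The strongest common sites outside pericentromeric regions were led by intron 1 of PALB2, the partner of BRCA2 in homologous recombination repair, at chromosome 16, 23650831 to 23651376, with a fold from 19.1 to 33.7 over the MCF-7 lists. The others lay in intron 1 of SH3RF3 (chromosome 2, 109815791 to 109816318), in intron 2 of MNS1, a gene of meiosis and cilia (chromosome 15, 56753859 to 56754289), and on chromosome 4 at 68264290 to 68266673 and at 65472603 to 65472999. The last of these, with 7.07% of mitochondrial words, is a nuclear copy under the 1% threshold and had a peak in all 8 lists. The SH3RF3 site held the satellite unit at 193 per kb.

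Of the loci the study names, 6 that were fixed beforehand had a site in all 4 MCF-7 lists. The study took these loci from the consensus breaks of these same libraries, so their recurrence is built in and is not independent evidence. A site at BCAR1, a scaffold protein of adhesion signalling, lay in the promoter class with its midpoint 986 bp from the gene (chromosome 16, 75302665 to 75303209), and a site near CKM, the muscle creatine kinase, had its midpoint 2952 bp from the gene (chromosome 19, 45828919 to 45829252). DOK5, a docking protein of receptor tyrosine kinases, held 2 sites in intron 7 (chromosome 20, 53261245 to 53261642 and 53262466 to 53262880). The site in EIF2S3, which encodes a subunit of translation initiation factor 2, on chromosome X lay in intron 9 of the canonical transcript in the annotation used here. None of these sites had a peak in any MCF-10A list, nor did the chromosome 14 site in intron 5 of SPATA7, a gene of the photoreceptor cilium. The intergenic chromosome 11 site, in a pericentromeric region, had a peak in 2 MCF-10A lists. Within 5 kb of other genes the study places near a break the lists varied. ADAMTS10, KLHL41 and CAPZA3 had 0 peaks in all 8 lists, as did SHCBP1, VPS35, ORC6 and MYLK3 near the centromere of 16q. The study took the nearest gene of each break and places the 16q genes downstream of clusters that overlap no gene. A count of 0 within 5 kb therefore does not contradict it. The potassium channel gene KCNQ5 had a peak in 2 MCF-7 lists and no MCF-10A list. PID1, a gene of the insulin response, held a common site in intron 1, with a peak in all 8 lists.

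Introns held a larger share of MCF-7 sites than of MCF-10A sites. Of consensus sites on chromosomes 1 to 22 and X, 179 of 417 (42.9%) were intronic in MCF-7 and 34 of 205 (16.6%) in MCF-10A, while 53.2% and 78.5% were intergenic (odds ratio for introns 3.78, Fisher's exact p = 1.99e-11). Among line-specific sites, 159 of 291 (54.6%) were intronic in MCF-7 and 15 of 57 (26.3%) in MCF-10A (odds ratio 3.37, Fisher's exact p = 0.000133). Outside pericentromeric regions the intronic shares were 60.4% and 44.4% of consensus sites (odds ratio 1.91, Fisher's exact p = 0.0239). Without MCF-10A 2A the odds ratio over all consensus sites was 1.3 (Fisher's exact p = 0.0428) and that over specific sites 1.67, which was 5.55 without MCF-10A 1B. The difference over specific sites did not pass with −log10 q of 10 or more (odds ratio 2.12, Fisher's exact p = 0.218) or with the same number of top peaks (odds ratio 1.8, Fisher's exact p = 0.216). The exon class held 2 MCF-7-specific and 5 MCF-10A-specific sites, and of the latter 5 were nuclear copies of mitochondrial DNA at the 1% threshold and 2 at the 10% threshold.

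Chromosome 16 had the highest density of MCF-7-specific sites, with 21 sites or 0.232 per Mb (95% exact Poisson interval 0.144 to 0.355), and no MCF-10A-specific site. Chromosome 13 had the lowest, with 2 sites or 0.0174 per Mb (0.00210 to 0.0627). The share of peaks on chromosome 16 was 3.86% ± 1.1 in MCF-7 and 4.30% ± 0.602 in MCF-10A (SD, n = 4 each, exact permutation p = 0.514). This direction reversed under stricter thresholds, with a share higher in MCF-7 by 0.615 points at −log10 q of 5 or more, by 2.12 at 10 or more and by 1.44 with the same number of top peaks. Outside pericentromeric regions chromosome 16 held 13 MCF-7-specific sites and chromosome 19 held 10, 0.144 and 0.169 per Mb of the whole chromosome. These lengths keep the pericentromeric regions, so the values are not densities outside them and do not rank the 2 chromosomes. On the distal part of 16q, from 68 Mb, all 7 MCF-7 consensus sites were specific and MCF-10A had no consensus site, although its lists held 54 peaks there against 96 in MCF-7. These sites included CDH13, an atypical cadherin, in intron 2 (82963257 to 82963748), and the BCAR1 and PLCG2 sites.

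Next to the centromere of 16q, between 46385914 and 46435522, 12 MCF-7 consensus sites lay within 49.6 kb, with the edge of the first site 112 bp from the assembly gap that holds the centromere and heterochromatin of the chromosome. Of these, 5 were common and 7 MCF-7-specific, and MCF-10A had 6 consensus sites in the same interval. Every one of the 7 MCF-7-specific sites had a peak in at least 1 MCF-10A library, 4 in at least 2 and 3 in 3 of them. Peaks between 46 and 47 Mb made up 0.936% ± 0.704 of the MCF-7 lists and 1.07% ± 1.01 of the MCF-10A lists (adjusted exact permutation p = 0.912, n = 4 each). The direction was not stable, as the MCF-7 share was higher by 0.430 points with −log10 q of 5 or more, by 1.55 with 10 or more, by 1.05 with the same number of top peaks, by 0.336 without MCF-10A 2A and by 0.0266 without MCF-7 1B. The peaks there covered 25.4 to 32.9 kb in the MCF-7 lists and 3.23 to 19.8 kb in the MCF-10A lists, without overlap between the lines. Their median fold ran from 1.80 to 2.48 in MCF-7 and from 1.33 to 1.69 in MCF-10A, below the median of all peaks in each list (2.81 to 6.01). The nearest coding gene was SHCBP1, 224281 bp from the midpoint of the first site.

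**Figure D4:**
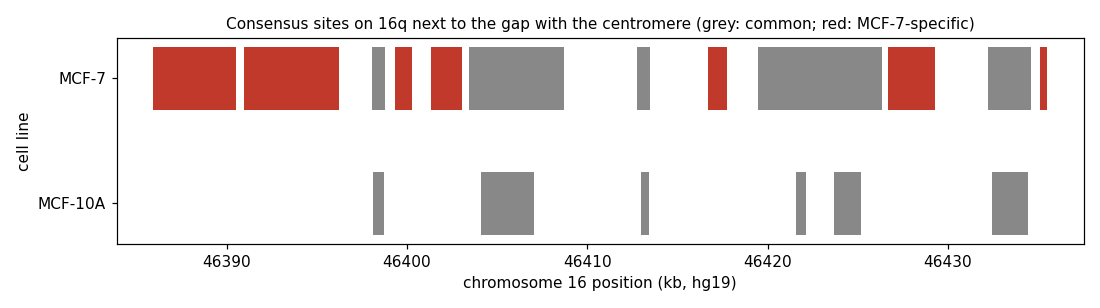
Consensus sites on 16q next to the assembly gap that holds the centromere and heterochromatin, along chromosome 16 (kb, hg19), with a row per line; red bars are MCF-7-specific sites and grey bars overlap a consensus site of the other line. The MCF-7 row holds 12 sites, 7 of them specific, and the MCF-10A row holds 6.

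Peaks in 13 regions fixed beforehand were compared as shares of each list. After adjustment 0 of 13 passed, which a region could do only if most reached the smallest exact permutation p, 0.0286. Not all of the regions are karyotype features of these lines. The study placed breaks or breakpoints next to the centromeres of 16q and 10q on these same samples. The 1p36 insertion is a nuclear copy of mitochondrial DNA. The amplified 20q13 held 0.734% ± 0.0755 of MCF-7 and 0.459% ± 0.0881 of MCF-10A peaks, and 1q held 3.77% ± 0.884 and 2.46% ± 0.267 (adjusted exact permutation p = 0.124 for both, n = 4 each). The mitochondrial insertion at 1p36 held 0 MCF-7 and 12 MCF-10A peaks, at the same adjusted p. All 4 consensus sites of 20q13 were MCF-7-specific. On 8q the shares were 3% ± 0.533 in MCF-7 and 5.33% ± 1.82 in MCF-10A, and next to the centromere of 10q, which had 24 MCF-7 and 36 MCF-10A consensus sites, they were 1.62% ± 0.789 and 2.85% ± 1.98. This 10q difference of −1.23 points was −0.330 without MCF-10A 2A, and between −1.75 and −1.06 without any other single library. For 17q23-q24 the shares were 0.447% and 0.278%, for 18q 1.25% and 1.57%, for 3p14 0.267% and 0.251%, for 16p 1.66% and 1.99%, for the proximal part of 16q 0.380% and 0.690%, and for its distal part 0.888% and 0.546%. The CDKN2A locus at 9p21 held 0 peaks in all 8 lists.

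None of the 7 gene lists passed after adjustment (0 of 7). A list could pass only if most of the 7 reached the smallest raw exact permutation p of 0.0286. Full separation of the lines in a list was therefore not enough. Genes of estrogen receptor signalling and the luminal type had 10 MCF-7 and 3 MCF-10A peaks, 0.0864% and 0.0310% of peaks, with no consensus site, and genes of the 20q13 amplicon had 18 and 4 peaks, 0.170% and 0.0315% (raw exact permutation p = 0.0286, adjusted p = 0.0667 for both). For the estrogen receptor list the direction turned with −log10 q of 10 or more (−0.0622) and with the same number of top peaks (−0.0566). In the 20q13 list, DOK5 held 2 MCF-7-specific sites and TSHZ2, a zinc finger homeobox gene, held 1 in intron 1 (chromosome 20, 51820467 to 51821066) without a peak in any MCF-10A list. Common fragile site genes had 84 MCF-7 and 99 MCF-10A peaks (0.738% and 0.890%, adjusted exact permutation p = 0.7). The difference of −0.152 points was −0.411 without MCF-10A 2A, −0.00220 without MCF-10A 1B and −0.0103 without MCF-10A 2B. MCF-7-specific sites lay in MACROD2 (chromosome 20, 14812427 to 14812787), CNTNAP2 (chromosome 7, 146408552 to 146409476) and NAALADL2 (chromosome 3, 175415630 to 175416285), each with a peak in 3 MCF-10A lists. The 16q tumour suppressor candidates (0.163% and 0.0868%), 17q23-q24 amplicon genes (0.0631% and 0.0157%) and basal and mesenchymal genes (0.0184% and 0.00859%) had 1, 0 and 0 genes with a specific site. The genes the study placed near its sites, which were chosen on these samples and are not independent evidence, had 28 MCF-7 and 4 MCF-10A peaks (0.285% and 0.0593%, adjusted exact permutation p = 0.0667).

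Across the genome, limma called 0 of 569 windows of 5 Mb different between the lines, with 78 at an unadjusted p under 0.05 and a lowest adjusted p of 0.113. Without MCF-10A 2A it called 18 windows, 12 higher and 6 lower in MCF-7. Averaging technical replicates called 16 and taking the culture as a random block called 12. The estimated correlation of libraries of a culture was negative, at −0.294. Both fits then have a smaller error than separate libraries give, so these calls may be too many.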

Values the study reported

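The study reported a higher average number of reads for MCF-7 libraries than for MCF-10A libraries. Its average number of DSBs was 2875 in MCF-7 cells and 2232 in MCF-10A cells. It gave 472 consensus DSBs for MCF-7 and 271 for MCF-10A, with 172 in common and 297 and 68 specific to the respective lines. Intronic DSBs numbered 142 in MCF-7 and 20 in MCF-10A. The density of MCF-7-specific DSBs was given as 2.32 per Mb on chromosome 16, the highest, and 0.17 per Mb on chromosome 13, the lowest. The DSB of EIF2S3 was reported to overlap exon 9.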

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

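The tests of repeat copies near 16q, of both 2A libraries left out, of GC content in unshared peaks and of the sequencing lane were chosen after the results were seen. So was the condition of leaving out each pair of same-numbered libraries in the test of list lengths for specific sites. Other tests in this part were fixed earlier. The share of peaks with the midpoint in an exon was 12.1% in MCF-10A 2A, far from the other MCF-10A libraries, which lay between 0.859% and 1.83%. The lowest −log10 q of MCF-7 2A, at 1.38, stood apart from the other MCF-7 lists, and MCF-10A 2B had 5 peaks on the mitochondrial chromosome where each other MCF-10A list had 2. Of 38 tests for a library that stands apart, 3 passed, and chance gives about 1 in 20. Peaks outside the comparisons of regions and windows were also present, with 434 in MCF-7 and 463 in MCF-10A on unplaced contigs, and with 21 and 11 on the mitochondrial chromosome.

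MCF-7 had 297 specific sites against 68 in MCF-10A. With the same number of top peaks from every list the ratio was 3.13, above the bound of 3 set beforehand, but it lay between 0.672 and 4.17 when a pair of same-numbered libraries was also left out. Different list lengths therefore cannot be told apart from this pattern, since the margin is smaller than that spread. The pattern depended on the 2A libraries, the shortest list of each line, since the ratio was 0.808 with both left out. A short list may limit how many sites can recur in every library. However, with the same number of top peaks from every list, the 0.672 was the ratio without the 2A pair, from 129 and 192 specific sites. The fall thus also occurred where no list was shorter than another. What else sets the 2A libraries apart was not tested. Chance cannot be excluded, as 6 of the 35 splits of the libraries gave as many sites in either group, the real split included, with 538 as the highest of the others. For the 90 exclusive MCF-7 sites, 2 of 35 splits gave as many again with the real split included, so chance cannot be excluded there either. The other of these 2 splits put MCF-10A 1B and 2B with MCF-7 1A and 2B. This grouping across the lines gave more exclusive sites than the lines did. It also gave the 538 specific sites and the largest similarity difference of all splits. Whether a feature shared by these libraries sets the site counts was not tested. Different break positions in the 2 lines, with medium and confluency, remain open and untested. Read depth, which the study reports as higher on average for MCF-7, was not tested either. Nor was the DNA control, which the libraries of a line share and which differs between the lines.

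Peak lists were slightly more alike within lines, by 0.0315, than between them. Whether different list lengths explain the low rank of the real split was not settled. With equal numbers of top peaks it was again rank 5 of 35. With shared peaks over the smaller list, the difference was 0.0831 (exact permutation p = 0.0857, against 0.143 for the Jaccard index). GC content may contribute, since libraries whose peaks differed in GC content shared fewer bases (Mantel r −0.734, exact permutation p = 0.00134), also from peaks found in 1 library alone (Mantel r −0.610, exact permutation p = 0.000992). Median peak GC ran from 20.9% in MCF-10A 1B to 39.1% in MCF-10A 2A, against 40.9% in the assembly, and the split with the largest difference, 0.0853, put MCF-10A 1B and 2B with MCF-7 1A and 2B. Chance cannot be excluded for the real split (5 of 35), and the sequencing lane cannot be told apart from the line, because the difference of −0.0534 for MCF-10A 1A rests on 1 library.

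The 16q cluster next to the centromere was MCF-7-specific at 7 of 12 sites. Reads of repeat copies piled on 1 assembled copy may account for the peaks there, since in 8 of 8 libraries the fold ranked more than 20 percentile points below the −log10 p. Satellite sequence was present under the sites at 21.4 times the density of the assembly, 46.8 against 2.19 per kb. The rule of 4 of 4 libraries may set the apparent specificity, because 57.1% of the 7 sites had a peak in 2 or more MCF-10A libraries. These tests do not exclude breaks at the satellite itself. The share of peaks there gave no difference that passed (adjusted exact permutation p = 0.912), while covered bases were higher in all 4 MCF-7 lists, so a difference in extent stays open.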

How the results depend on the processing

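Alternatives that left out satellite peaks, both 2A libraries or nuclear mitochondrial copies, that left out pericentromeric and unplaced peaks for similarity and genic shares, and that averaged cultures or blocked by number for the intronic share were chosen after seeing the data. Of the comparisons between an alternative and the reported value, 232 on central results and 309 on single regions and lists kept direction and side of the threshold or, for counts, stayed within 1.5 times of the reported count. Of the central results, 53 moved, 6 reversed and 12 were weaker, and of the others 1 moved and 18 reversed. Some of the unchanged comparisons could not change, such as counts of 0 where the smallest p lies above 0.05 and the empty 9p21 locus. The lists give no depth, so a peak missing from a short list may lie below the caller's threshold. Both 2A lists, with 1221 and 883 peaks, may limit the consensus, by their length or otherwise. MCF-10A consensus sites went from 271 to 778 without MCF-10A 2A, against 278, 330 and 322 without 1A, 1B and 2B. MCF-7 consensus sites went from 470 to 656 without MCF-7 2A, against 532, 553 and 552 without 1A, 1B and 2B. Lane 1 alone gives no MCF-10A consensus, because it holds 1 MCF-10A library. Where no cause is given in the following, the cause was not tested.

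With −log10 q of 5 or more, the peak difference was −50, MCF-7 had 303 consensus and 171 specific sites, and its exclusive sites numbered 43. With 10 or more, the difference was −43.8, consensus sites were 186 and 157, specific sites 88 and 33, common sites 98 and exclusive MCF-7 sites 26. The same number of top peaks gave 240 MCF-7 consensus sites, 122 and 39 specific sites and 9 exclusive MCF-7 sites. In the same 3 settings the chromosome 16 share was higher in MCF-7, by 0.615, 2.12 and 1.44 points, as was the share next to the 16q centromere (0.430, 1.55 and 1.05) and on 16p (0.260, 0.278 and 0.0566), and 3p14 turned lower (−0.106, −0.0323 and −0.113). With 10 or more and with top peaks, the estrogen receptor list turned to −0.0622 and −0.0566 and the fragile site list to 0.253 and 0.0283. The intronic share of peaks differed by 10.1, 9.64 and 9.003 points without passing, and the odds ratio of specific sites, at 2.12 and 1.80 in the last 2 settings, did not pass either.

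Leaving out pericentromeric and unplaced peaks gave 273 and 63 consensus, 35 MCF-10A-specific and 28 common sites, and leaving out satellite peaks gave 105 MCF-10A consensus, 42 MCF-10A-specific and 61 common sites, as the repeats hold many of these sites. Without nuclear mitochondrial copies the exclusive MCF-10A sites numbered 2 at the 1% threshold and 6 at the 10% threshold, which was tried first. With both 2A libraries left out, MCF-10A had 778 consensus and 428 specific sites, common sites numbered 310 and exclusive sites 144 and 77, and the intronic difference was 5.80 points. A rule of 3 of 4 libraries gave 858 and 884 consensus, 455 and 439 specific and 403 common sites, and a rule of both cultures gave 1789 and 1941, 856 and 947, and 933, since these rules ask for less. An overlap of 50% of both peaks gave 96 common sites. Sites with no peak in any library of the other line numbered 90 and 9. In lane 1, without an MCF-10A consensus, MCF-7 consensus sites were split by overlap with the peaks of MCF-10A 1A alone. This gave 133 specific and 337 common sites. The rule changed together with the lane, so these counts do not show a lane effect. The similarity difference in lane 1 was −0.0200.

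Leaving out each library in turn gave 271 to 778 MCF-10A consensus sites, 470 to 656 in MCF-7, 244 to 465 MCF-7-specific and 50 to 513 MCF-10A-specific sites, and 91 to 149 and 9 to 76 exclusive sites. The intronic share difference ran from 6.12 to 15.7 points, without passing where an MCF-7 library was left out (exact permutation p = 0.171). The share next to the 16q centromere ran from −0.480 to 0.336, that of 3p14 from −0.0302 to 0.0560 and that of the basal list from −0.00859 to 0.0184. Called windows ran from 0 to 18, with 18 without MCF-10A 2A, and were 2 with windows of 2 Mb, 16 with cultures averaged and 12 with culture as a random block, at an estimated correlation of −0.294. Of the other splits of the libraries, the highest called 11 windows, MCF-7 1A and 2B with MCF-10A 1B and 2B. All 35 splits called at least as many as the real split, which is fixed by its count of 0 and decides nothing about chance.

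Whether library numbers pair the samples was not settled. The correlation of same-numbered libraries over windows was 0.0521, −0.191, 0.197 and 0.244. For differently numbered libraries of the lines it ran from −0.257 to 0.219. The order of the libraries by list length was the same in both lines. The mean Jaccard index between the lines was 0.201 for the same number and 0.176 for different numbers. With the replicate block, limma called 0 windows (99 at an unadjusted p under 0.05), and the exact sign-flip p, which cannot go below 0.125, was 0.125 for the peak difference of 643 and for the intronic difference of 12.3 points, whose call it ends by its construction, as do averaged cultures at 12.3 points and p = 0.333. It changed no other call.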

Other observations

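The exon and mitochondrial tests in this part were chosen after the results were seen, and the list of early genes was written after genes under these peaks had been seen, so its excess is partly built in and is given as a value only. The exonic peaks of MCF-10A 2A included genes that are switched on quickly by serum or stress. Of its 107 exonic peaks, 77 were in exons of 73 protein-coding genes and 26 were nuclear copies of mitochondrial DNA, and 76 of the 77 overlapped no peak of another library. Among 36 textbook immediate early genes, 9 held 14 peaks of this list, where the length of the genes gives 0.103. FOSB, a member of the AP-1 transcription factor family, had 3 peaks, and its relatives FOS and FOSL2 had 1 and 2. PPP1R15A, the stress-induced regulator of protein phosphatase 1, had the peak with the highest fold of these, 18 (chromosome 19, 49376487 to 49379278). FOS had a peak of fold 8.46 (chromosome 14, 75746811 to 75747614) and KLF6 one of 9.35 (chromosome 10, 3821399 to 3823652). CCN1, GADD45B, SRF and TRIB1 held the others. In the other 7 lists these genes had 2 peaks, at PPP1R15A in MCF-10A 2B and at NR4A3 in MCF-7 2B. No other MCF-10A library repeats the pattern, so it describes 1 library. Whether these peaks are breaks cannot be decided from the peak lists. Leaving this library out raised the MCF-10A consensus from 271 to 778 sites.

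Nuclear copies of mitochondrial DNA held 1.92% ± 1.83 of peaks in MCF-10A and 0.242% ± 0.0939 in MCF-7 (SD, n = 4 each), and all 4 MCF-10A lists were above all 4 MCF-7 lists (exact permutation p = 0.0286, the smallest possible, not adjusted). At the threshold of 10% tried first, the shares were 0.737% ± 0.634 and 0.110% ± 0.0530, with the same exact permutation p. The share was 4.42% in MCF-10A 2A and 2.13% in 1A, against 0.653% in 1B and 0.458% in 2B. Peaks on the mitochondrial chromosome itself went the other way, with 21 in MCF-7 and 11 in MCF-10A. Sites of this kind included pseudogenes of mitochondrial genes on chromosome 4 (MTCYBP16, 65473875 to 65474421) and chromosome 5 (MTND5P10, 99383226 to 99384396), both without a peak in any MCF-7 list.

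On chromosome 5, from 25000001 to 30000000, MCF-7 1A and 2B had 50 and 52 peaks, while 1B and 2A had 5 and 1. The MCF-10A lists had 1, 9, 1 and 8 peaks there. This window was chosen after its values were seen.

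The density of MCF-7-specific sites on chromosome 16 was 0.232 per Mb here and that on chromosome 13 was 0.0174 per Mb. Both are lower than the values quoted from the study above. Both differ by the same factor of about 10 at the same number of specific sites, so the study may have used another unit. Intronic consensus sites numbered 179 in MCF-7 and 34 in MCF-10A here. Both are higher than the values quoted from the study above. Among line-specific sites 159 and 15 were intronic, the second of which is lower. The study may have counted another set of sites or used another annotation, so the groups may be unlike.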
